A study of Mus musculus with 31 samples. Its data were reported in "Aberrant splicing in Huntington’s disease accompanies disrupted TDP-43 activity and altered m6A RNA modification" (2025).

How the data were processed

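RASL-seq libraries had been made by the authors from total RNA of the cortex of 31 mice, 1 library per mouse. Probe pairs were annealed to known splice junctions, selected on oligo(dT) beads, ligated, amplified by PCR and sequenced. No molecular identifiers are stated, so PCR copies were counted as separate reads and intervals cover counting error only. The aligner, its settings and the genome build are not stated.

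The deposited values are of the unit recorded as other: per the file headers they are the short and long junction counts of each event as the authors left them, whole numbers with no normalization. Large values carry a comma as digit separator, which was removed before use. Because of those commas the columns did not pass an automatic test for plain counts, and the unit was therefore recorded as other although the values are counts. The consequence was that the quasi-likelihood count test fixed before the data were examined was not run, and the fallback named with it, limma on the log2 short-to-long ratio, became the main test. Every listed junction had at least 4 counts in every mouse of its set, so the lists had already been filtered by the authors, and an event that lost a junction in some mice of a set may be missing from them.

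Groups came from the sample labels, for R6/2 mice from the titles and for knock-in mice from the genotype field. The titles call all 25 knock-in mice Q150, while the genotype field opens with Q175 for all 15 that carry a mutant allele, so the line was taken from the number of glutamines given for each allele. The lists of events in the files separate the mutant mice in the same way. The number of 1 Q175 HET mouse differs between its title and its file. The methods of the study give other numbers of Q150 and Q175 homozygotes than the labels, but the numbers the study gives elsewhere for this assay are those of the labels. The WT mice with 7 glutamines on both alleles are a single group in the labels. They were split by file set, that is by the list of events in their files, which is a technical property; replicates 1 to 5 share the list of the Q150 mice and replicates 6 to 10 that of the Q175 mice. R6/2 replicates are named by the mouse numbers of the labels and the others in order. Ages were not used here.

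Per mouse and event, log2((short + 0.5) / (long + 0.5)) was computed and fitted by limma (3.58.1, in R 4.3.3) with a mean per group over all mice of the set, or a slope on the number of mutant alleles. Variances were moderated with a trend on the counts, the mean of log2(short x long / (short + long) + 0.5); this covariate was chosen after the files had been seen. Events needed a mean short plus long of at least 10, a minimum that removed no event. Events with a Benjamini-Hochberg adjusted p under 0.05 are said to have passed. Exclusion is 100 x short / (short + long). Mean exclusion per mouse was compared by two-sided exact permutation tests, overlaps by Fisher's exact test, and changes between models by the interaction in limma. The log2 ratio with a pseudocount understates changes where a junction has few counts.

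Named events followed a rule fixed before the data were examined: all events of Mtap7d2, Mag, Mlx, Htt, Tardbp and Mettl3, and, among events past the threshold whose mice do not overlap, the largest changes, up to 5 for R6/2 and up to 3 for each comparison of HET or HOMO mice with WT. Of the events so picked, 1 is not reported here. Older symbols were matched to current ones through the synonyms of the RefSeq gene table for GRCm38. The build of the positions in the files is not stated, so none of the table's coordinates were used.

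The tests were tried on simulated counts for the real events, totals and spreads, with 200 events changed. With the 6 R6/2 mice and 1743 events limma recovered 62% of them, and 4.62% of its calls were false. With the Q150 HOMO design and 1785 events it recovered 53.5%, with 6.14% of calls false, and with the Q175 HET design and 1839 events 70%, with 3.45% false. With an offset between the series of mouse numbers added to the Q150 HOMO design and its 1785 events, limma recovered 62% without and 71.5% with the series as a term, with 0% and 3.38% of calls false.

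Alternatives fixed beforehand were a mean of at least 50 counts, no count minimum, a minimum log2 change of 0.5, leaving out each mouse in turn, all 10 knock-in WT mice, only the 2 groups compared, and other summaries of exclusion. A quasi-binomial model of the counts with dispersions squeezed by limma, centring of each mouse on its median event, no variance trend, and the series of mouse numbers as a block in the knock-in sets were added after the data had been seen. Figures were drawn with matplotlib 3.10.9.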

Results

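Exon usage in the cortex of Huntington's disease (HD) mice was measured by RASL-seq, in which pairs of oligonucleotide probes anneal to RNA on either side of a known splice junction. The ligated pairs are counted by sequencing. Each splicing event had a short count, from the junction that leaves the alternative exon out, and a long count, from a junction that keeps it in. The 31 mice came from the transgenic R6/2 line, which carries a fragment of mutant human huntingtin, and from knock-in mice whose own huntingtin gene encodes 150 (Q150) or 175 (Q175) glutamines on 1 allele (HET) or on both alleles (HOMO). There were 3 R6/2 HD mice and 3 R6/2 wild-type (WT) mice, 4 Q150 HET, 4 Q150 HOMO, 4 Q175 HET and 3 Q175 HOMO mice, and 10 knock-in WT mice with 7 glutamines on each allele. The files fell into 3 sets that listed different events, 1743 for the R6/2 mice, 1785 for the Q150 mice with 5 WT and 1839 for the Q175 mice with the other 5 WT. Each mutant group was compared with the WT mice of its own set. Totals of short and long counts ran from 2171709 to 4337557 per mouse in the R6/2 set, from 2970207 to 5219877 in the Q150 set and from 3351064 to 5256516 in the Q175 set. Cassette exons made up 96.3% of the R6/2 events, 96.4% of the Q150 events and 96.4% of the Q175 events. No pair of files within a group was identical, and all 47 pairs differed by more than counting noise (chi-square of at least 4.26 per degree of freedom). In the Q150 set the mouse numbers of the labels fell into 2 series, from 1 to 80 (8 mice) and from 402 to 421 (5 mice), and every group had mice in both. Chi-square ran from 5.74 to 12.4 between mice of a group within a series and from 11.8 to 26.0 across the series. With the group as a term, 271 of 1785 events differed between the series (limma adjusted p under 0.05). In the Q175 set the HET mice were numbered 848 to 880 and the HOMO mice 3857 to 8179, and only WT mice had numbers both under 1000 and over it. Knock-in results are therefore also given with the series as a term, a choice made after seeing the data. In the R6/2 set the WT mice were numbered 3 to 6 and the HD mice 860 to 869. A series and the genotype cannot be told apart there, so R6/2 results could not be given with such a term.

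The first question was whether exon exclusion as a whole was higher in mutant mice. Exclusion of an event was the short count as a percentage of short plus long, and its mean over all tested events gave 1 value per mouse. R6/2 HD mice had a mean exclusion of 47.2% ± 0.255 (SD, n = 3) against 45.5% ± 0.0998 (SD, n = 3) in R6/2 WT mice, a difference of 1.73 percentage points with 3 of 3 HD mice above every WT mouse. The two-sided exact permutation test gave p = 0.10, the smallest that 3 mice against 3 allow. Q150 HET mice had 45.5% ± 0.145 (SD, n = 4) and Q150 HOMO mice 46.4% ± 0.482 (SD, n = 4), against 44.6% ± 0.175 (SD, n = 5) in WT mice of that set. Both differences, 0.936 and 1.82 points, had an exact permutation p = 0.00794, the smallest the design allows (0.0198 after Benjamini-Hochberg adjustment over the 5 comparisons with WT), and every HET and HOMO mouse lay above every WT mouse. With the series as a term the differences were 0.922 and 1.86 points (exact permutation within the series, p = 0.0167 for both, the smallest it allows). HET and HOMO mice lay 0.960 and 2.22 points above WT in the low series, and 0.837 (1 HET mouse) and 1.44 points in the high series. Q175 HET mice had 45.2% ± 0.433 (SD, n = 4) against 45.0% ± 0.267 (SD, n = 5) in WT. The difference of 0.274 points was not distinguishable from the spread between mice (exact permutation p = 0.246, adjusted 0.246). It ran from 0.111 points without Q175 HET replicate 2 to 0.440 without Q175 HET replicate 1. Q175 HOMO mice had 45.6% ± 0.172 (SD, n = 3), 0.640 points above WT, with 2 of 3 mice above every WT mouse and an exact permutation p = 0.0357 that became 0.0595 after adjustment. Counted as a share of summed counts in place of a mean over events, the Q175 HOMO difference was 0.471 points with an exact permutation p = 0.196. With a mouse left out the difference ran from 0.558 points, without Q175 HOMO replicate 3, to 0.759. Exact permutation p-values then ran from 0.0286 to 0.0952, in designs that cannot go below 0.0286 (3 mice against 4) or 0.0476 (2 against 5). The difference with the series as a term was 0.742 points (exact permutation p = 0.10, the smallest that 3 mice against 2 allow), and that of HET mice 0.206 points (exact permutation p = 0.571). With all 10 knock-in WT mice the HOMO difference was 0.848 points (exact permutation p = 0.00699). The WT mice of the Q150 set lay 0.375 points below those of the Q175 set, which by itself raises this value. Over events with a mean of at least 50 counts the difference was 0.646 points (exact permutation p = 0.0179).

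**Figure D1:**
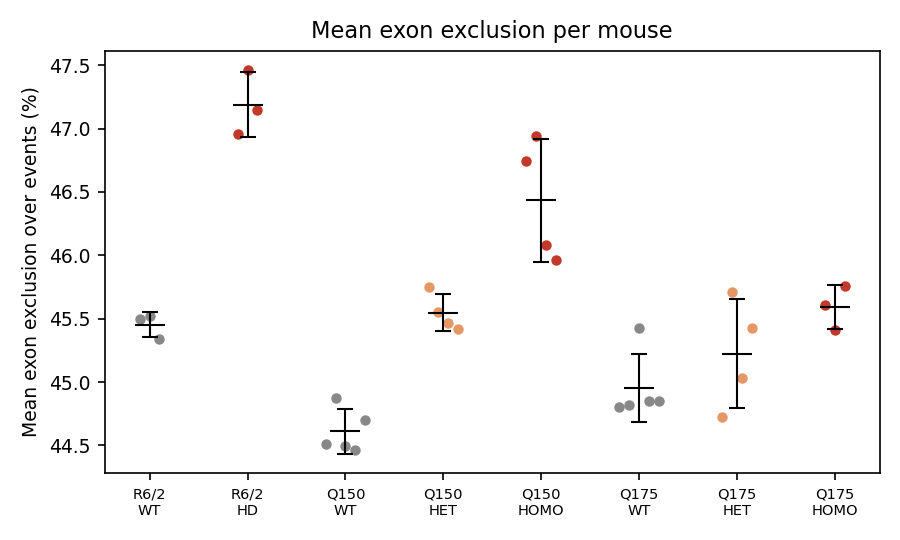
Mean exon exclusion per mouse, in percent over all tested events (y axis, which does not start at 0), for each group of the 3 file sets (x axis). Points are mice and bars are the mean ± SD of a group. The 3 R6/2 HD mice and all Q150 mutant mice sit above the WT mice of their set, while the Q175 groups overlap with their WT mice.

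Dose dependence was tested as a slope on the number of mutant alleles (0, 1 or 2). Mean exclusion rose by 0.912 points per allele over the 13 mice of the Q150 set (exact permutation p = 1.11e-05 over 90090 arrangements, the smallest they can give) and by 0.316 points per allele over the 12 mice of the Q175 set (exact permutation p = 0.0203 over 27720 arrangements). The Q150 slope with the series as a term was 0.926 (exact permutation within the series, p = 5.95e-05, the smallest it allows) and the Q175 slope 0.328 (p = 0.0400 in the same exact test). Without Q175 HOMO replicate 3 the Q175 slope was 0.278 (exact permutation p = 0.0580). Q150 HOMO mice lay 0.887 points above Q150 HET mice, with 4 of 4 HOMO mice above every HET mouse (exact permutation p = 0.0286). Q175 HOMO mice lay 0.366 points above Q175 HET mice, which was not distinguishable from the spread between mice (exact permutation p = 0.286).

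Single events were then compared by the log2 change of the short-to-long ratio, tested with limma and a Benjamini-Hochberg adjusted p under 0.05. In R6/2 mice 498 of 1743 events passed, with higher exclusion in 368 and lower exclusion in 130. Cassette exons were 482 of these, and 74.7% of them had higher exclusion. The direction depended on the scale. The median event of R6/2 rose by 0.18 (log2), and after the ratios of each mouse were centred on their median event 495 events passed, of which 273, or 55.2%, had higher exclusion; 403 of them also passed without centring. The alternative that moved the R6/2 count most was a test without a variance trend, under which 393 events passed. For 729 of the 1743 events (41.8%) the R6/2 HD and WT mice did not overlap, where chance gives 10%.

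**Figure D2:**
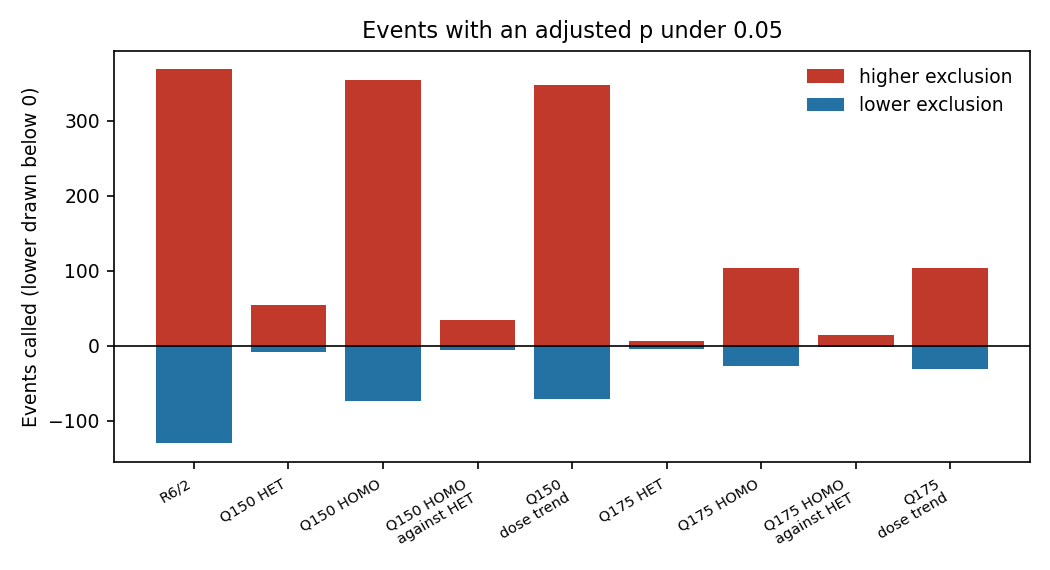
Number of events with a limma adjusted p under 0.05 (y axis) in each comparison (x axis), with higher exclusion drawn above 0 and lower exclusion below 0. The R6/2 bar holds 368 events above 0 and 130 below, and the Q175 HET bar 7 and 4.

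In the Q150 set 62 events passed in HET mice (54 with higher exclusion) and 427 in HOMO mice (354 with higher exclusion). Centring on the median event, which lay at 0.10 in HET and 0.19 in HOMO mice, left 48 events in HET mice with 29 higher and 329 in HOMO mice with 176 higher. The HET count depended on single mice. It was 4 without HET replicate 1, 26 without HET replicate 2, 28 without WT replicate 4 and 36 without WT replicate 1, WT replicate 3 or HET replicate 3. HOMO mice differed from HET mice in 39 events (34 higher in HOMO), which fell to 17 (12 higher) after centring and to between 14 and 25 without any 1 of 6 mice, the lowest without HOMO replicate 1. The slope on allele number passed in 418 events (347 rising). After centring, 329 events had a slope past the threshold and 172 of them rose. With the series as a term more events passed, 137 in HET mice (108 higher), 539 in HOMO mice (437 higher), 80 between HOMO and HET mice (72 higher in HOMO) and 543 as a slope (441 rising). These included 62, 426, 39 and 417 of the events that passed without it. In the Q175 set 11 events passed in HET mice (7 higher), 130 in HOMO mice (103 higher), 15 between HOMO and HET mice (14 higher in HOMO) and 135 as a slope on allele number (104 rising). After centring these were 10 (6 higher), 121 (71 higher), 16 (13 higher) and 107 (61 rising), and the median shift was 0.041 in HET and 0.068 in HOMO mice. The Q175 counts depended on the variance trend, without which 1 event passed in HET mice and 39 in HOMO mice. They also depended on single mice. In HET mice 2 events passed without Q175 HET replicate 4 and 33 without Q175 HET replicate 1. A count of 74 passed in HOMO mice without either HOMO replicate 1 or 3 and 84 without HOMO replicate 2, and 65 as a slope without HOMO replicate 1. Fewer events passed with the series as a term, 4 in HET mice, 82 in HOMO mice, 3 between HOMO and HET mice and 114 as a slope. These included 4, 69, 2 and 97 of the events that passed without it. No series held both HET and HOMO mice, so only the WT mice separate their difference from the series, which leaves it weakly estimated.

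HET and HOMO mice of a line share their WT mice, which by itself gives their changes a correlation. Across the Q150 events, which are not independent replicates, HET and HOMO changes correlated with r = 0.721, against a median of 0.447 and a maximum of 0.518 in 100 simulations of unchanged groups set against shared WT mice. The r with the series as a term was 0.726, against a simulated median of 0.431 and maximum of 0.493. In the Q175 set r was 0.527, against a simulated median of 0.407 and maximum of 0.479. No r with the series as a term is given for Q175. The simulations drew noise independently for each event, so their range leaves out variation between mice that many events share. All 59 events that passed in both Q150 groups changed in the same direction, as did all 9 of Q175.

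The study followed events changed in all 3 models, so the calls of R6/2 and of the HOMO mice were compared over the events tested in both. R6/2 and Q150 HOMO mice shared 240 events that passed in the same direction, out of 245 that passed in both and 122 given by chance among 1680 events (Fisher's exact test odds ratio 5.90, p = 2.09e-49). R6/2 and Q175 HOMO mice shared 98 of 99 in the same direction (37.4 by chance among 1696 events, odds ratio 10.1, Fisher's exact p = 6.88e-32), and Q150 HOMO and Q175 HOMO mice shared 81 of 81 (31.2 by chance among 1731 events, odds ratio 6.30, Fisher's exact p = 2.41e-22). Adjusted over 4 such tests these were 8.36e-49, 1.38e-31 and 3.22e-22. Events are not independent replicates, and the numbers given by chance take no account of counts or spread. These p-values can therefore be too small. With the series as a term in the knock-in sets, Q150 HOMO shared 277 calls in the same direction with R6/2 and 60 with Q175 HOMO, and Q175 HOMO shared 65 with R6/2. Without Q175 HOMO replicate 3, Q175 HOMO shared 59 calls with R6/2 and 49 with Q150 HOMO. Across events, the log2 changes of R6/2 correlated with those of Q150 HOMO with r = 0.587 and with those of Q175 HOMO with r = 0.516. In all 3 comparisons 68 of 1662 events passed, 62 with higher and 6 with lower exclusion in every model.

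**Figure D3:**
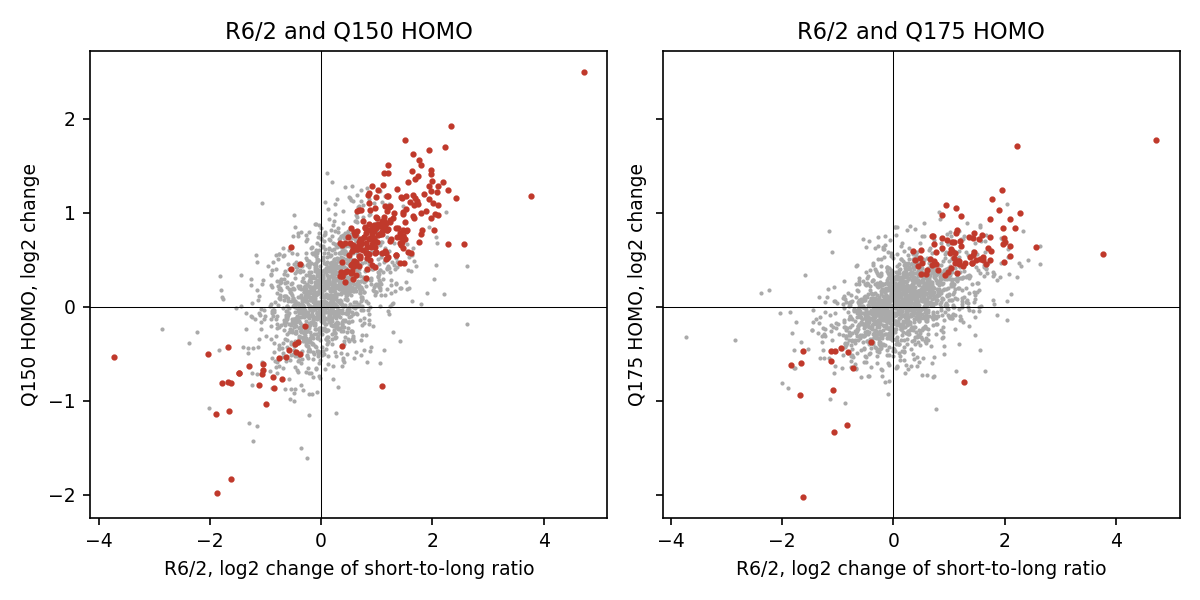
Log2 change of the short-to-long ratio of each event in R6/2 HD against WT mice (x axis) and in Q150 HOMO (left) or Q175 HOMO mice (right) against their WT mice (y axis). Red points have a limma adjusted p under 0.05 in both comparisons, 245 on the left and 99 on the right, and grey points are the other events tested in both.

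Mtap7d2, Mag and Mlx, which the study checked by RT-PCR, had 1 cassette event each. By the p-values the study lists, RT-PCR changes were significant for Mtap7d2 in all 3 models and for Mag in R6/2 mice. For Mag in Q150 mice they were so only narrowly. They were not significant for Mag in Q175 mice, nor for Mlx in Q150 or Q175 mice. No RT-PCR value is listed for Mlx in R6/2 mice. The calls below for Mlx, and for Mag in Q175 mice, therefore have no RT-PCR backing from that check. No event of Htt, Tardbp or Mettl3 was tested. Positions are as the files give them, on a mouse build they do not state, so no exon annotation is attached. The Mlx event (chromosome 11, 100949104 to 100949911) had an exclusion of 17.8% ± 3.21 (SD, n = 3) in R6/2 WT and 49.8% ± 7.22 (SD, n = 3) in HD mice, a log2 change of 2.19 ± 0.27 (SE) with a limma adjusted p of 8.80e-05. It passed in Q150 HOMO (1.32 ± 0.24, limma adjusted p of 0.000316) and Q175 HOMO mice (0.84 ± 0.24, limma adjusted p of 0.0252) and not in either HET group. It also passed with the series as a term in Q150 HET mice (log2 change 0.68, limma adjusted p of 0.0314), where 4 of 4 mice lay above every WT mouse of their own series. The Q175 HOMO call was lost when any 1 of 5 mice was left out, the 3 HOMO mice among them. The Mtap7d2 event (chromosome X, 155897415 to 155900045, gene now named Map7d2) rose from 2.47% ± 0.463 (SD, n = 3) to 6.43% ± 0.609 (SD, n = 3) in R6/2, a log2 change of 1.44 ± 0.18 with a limma adjusted p of 8.80e-05. Its change was 0.66 ± 0.17 in Q150 HOMO and 0.58 ± 0.15 in Q175 HOMO mice (limma adjusted p of 0.00662 and 0.0102), where the Q150 mice overlapped with WT and the Q175 call was lost without HOMO replicate 1 or 3. In Q150 HET mice it was 0.013 ± 0.17, with a sign that turned negative after centring. The Mag event (chromosome 7, 31684717 to 31685656) went the other way, from 40.1% ± 4.25 (SD, n = 3) to 17.4% ± 3.55 (SD, n = 3) in R6/2, a log2 change of -1.68 ± 0.17 with a limma adjusted p of 2.68e-05. Mag passed in Q150 HET (-0.87 ± 0.14, limma adjusted p of 0.00264), Q175 HET (-0.73 ± 0.11, 0.000123) and Q175 HOMO mice (-0.93 ± 0.12, 1.19e-06), and narrowly in Q150 HOMO mice (-0.42 ± 0.14, 0.0310), where its mice overlapped with WT and the call was lost when any 1 of 3 mice was left out. Its level in WT mice differed between the sets, 21.6% ± 2.34 (SD, n = 5) in Q150 and 27.7% ± 1.35 (SD, n = 5) in Q175. Adjusted over the list alone, 3 of the 3 events passed in R6/2, Q150 HOMO and Q175 HOMO mice and 2 in each HET group, against 3, 3, 3, 1 and 1 over all events. The study picked the list on these samples, for changes shared by the 3 models, so neither count is independent evidence.

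**Figure D4:**
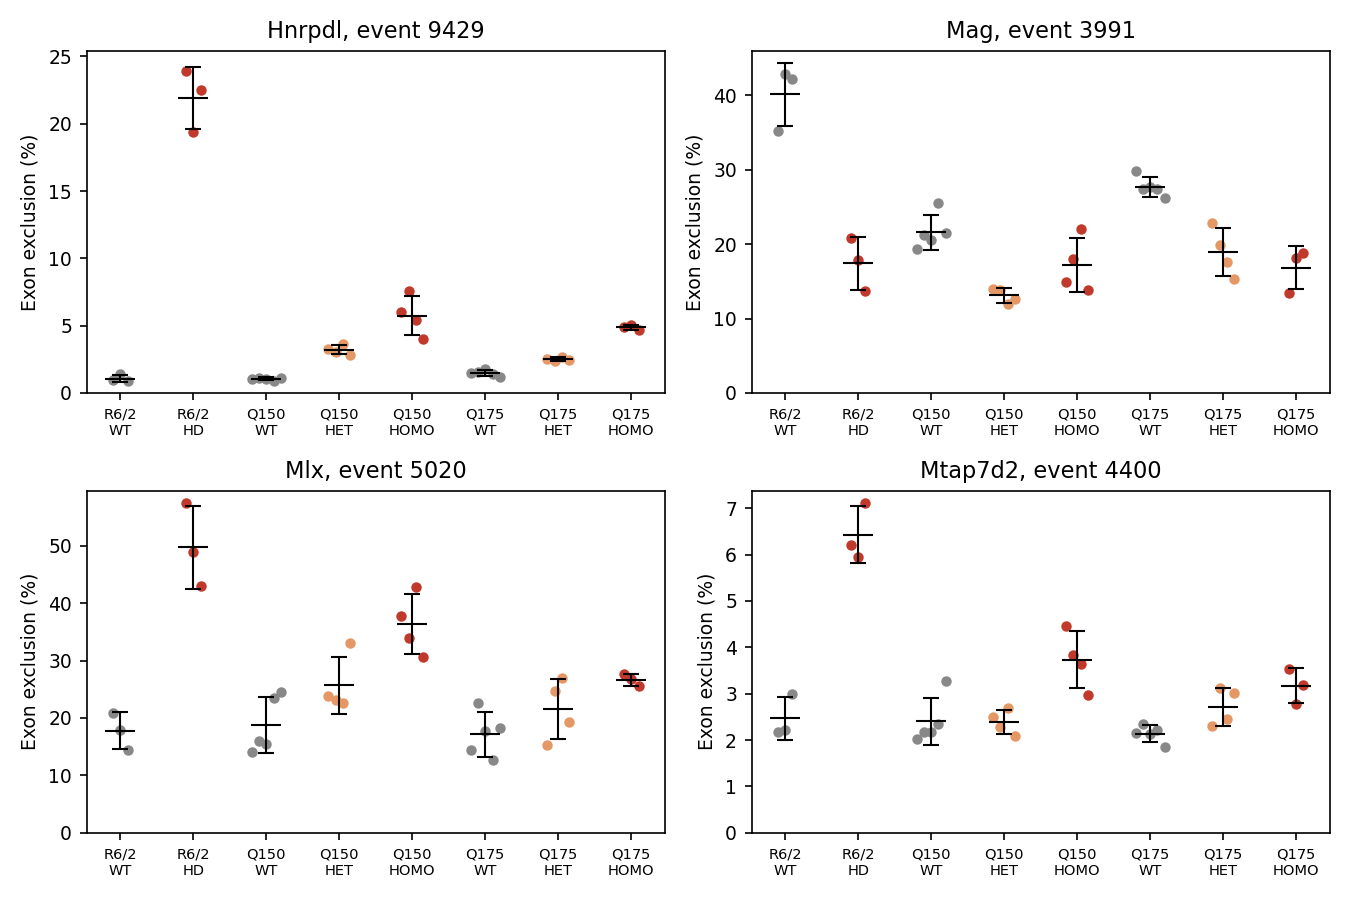
Exon exclusion in percent (y axis) per mouse for the events of Hnrpdl, Mag, Mlx and Mtap7d2 in each group (x axis). Points are mice and bars are the mean ± SD. Hnrpdl rises from 1.06% in R6/2 WT to 21.9% in R6/2 HD mice, and Mag falls in the HOMO groups.

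Among events that passed and whose mice did not overlap, the largest R6/2 change belonged to Hnrpdl (now Hnrnpdl; chromosome 5, 100465214 to 100465880). Its exclusion was 1.06% ± 0.282 (SD, n = 3) in WT and 21.9% ± 2.31 (SD, n = 3) in HD mice, a log2 change of 4.72 ± 0.18 with a limma adjusted p of 6.45e-09. Between 4978 and 9177 counts lay behind each mouse. The same event was 1.04% ± 0.112 (SD, n = 5), 3.19% ± 0.334 (SD, n = 4) and 5.75% ± 1.46 (SD, n = 4) in Q150 WT, HET and HOMO mice, and 1.48% ± 0.200 (SD, n = 5), 2.50% ± 0.134 (SD, n = 4) and 4.86% ± 0.184 (SD, n = 3) in those of Q175. It passed in every comparison. The next R6/2 events were Fmnl1 (chromosome 11, 103059092 to 103059796; log2 change 3.77 ± 0.76), Rsrc1 (chromosome 3, 66800512 to 66984750; -3.72 ± 0.67), Atpbd4 (now Dph6; chromosome 2, 114345535 to 114361260; -2.86 ± 0.76) and 8030451F13Rik (now Mybpc1; chromosome 10, 87982688 to 87985711; 2.63 ± 0.35), with limma adjusted p-values of 0.00262, 0.00125, 0.0133 and 0.000140. In 3 of them the HD mice were far apart. Fmnl1 exclusion was 56.2%, 83.9% and 96.7% in the 3 HD mice (95% Wilson intervals 54.1 to 58.2%, 82.7 to 85.0% and 96.2 to 97.2%). Rsrc1 exclusion was 2.35%, 0.228% and 0.221% (Wilson intervals 1.91 to 2.90%, 0.120 to 0.433% and 0.120 to 0.407%), and Atpbd4 exclusion was 13.8%, 12.6% and 1.00%, the last with a Wilson interval of 0.486 to 2.05%. Of the 5 R6/2 calls, only that of Atpbd4 was lost in any alternative, the test without a variance trend (limma adjusted p of 0.0813).

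In Q150 mice the rule picked both events of Rbm5 and an event of Tsr1 beside Hnrpdl. Rbm5 exclusion at chromosome 9, 107652130 to 107652793, was 1.06% ± 0.312 (SD, n = 5) in WT, 2.73% ± 0.660 (SD, n = 4) in HET and 7.78% ± 2.30 (SD, n = 4) in HOMO mice, log2 changes of 1.36 ± 0.29 and 2.90 ± 0.29 with limma adjusted p-values of 0.0137 and 2.95e-07. The other Rbm5 event, at 107656819 to 107659239, changed by 1.30 ± 0.27 in HET mice (limma adjusted p of 0.0117), and both Rbm5 HET calls were lost without Q150 HET replicate 1. The Tsr1 event (chromosome 11, 74711717 to 74712683) changed by 1.92 ± 0.29 in HOMO mice (limma adjusted p of 4.61e-05). In Q175 mice the picks reported here beside Hnrpdl were Arpp21 and Wnk2. Arpp21 exclusion (chromosome 9, 112027504 to 112029782) rose by 0.85 ± 0.16 in HET mice (limma adjusted p of 0.00340), a call lost without Q175 HET replicate 4. Wnk2 exclusion (chromosome 13, 49167409 to 49171505) fell by 1.74 on the log2 scale in HOMO mice (SE 0.51, limma adjusted p of 0.0271), with only 20 to 49 counts per WT or HOMO mouse. The call was lost when any 1 of 4 mice was left out and with the series as a term (limma adjusted p of 0.0699). Without a variance trend the Q175 calls of Mlx, Mtap7d2 and Wnk2 in HOMO mice and of Mag and Arpp21 in HET mice were lost.

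The 10 knock-in WT mice carried the same genotype label but sat in 2 file sets. Over the 1731 events both sets list, 40 differed between the WT mice of the Q150 and Q175 sets (limma adjusted p under 0.05), and their mean exclusion was 44.9% ± 0.196 (SD, n = 5) and 45.2% ± 0.293 (SD, n = 5), with an exact permutation p = 0.0397. With all 10 WT mice as controls and no term for the set, 143 events passed in Q150 HET and 83 in Q175 HOMO mice. Every R6/2 mouse lay in a set of its own and every mutant line in 1 set, so line and set cannot be told apart. Tested directly, the change differed between R6/2 and Q150 HOMO mice in 108 of 1680 events, between R6/2 and Q175 HOMO mice in 197 of 1696 and between Q150 HOMO and Q175 HOMO mice in 40 of 1731 (limma adjusted p under 0.05). With the series as a term in the Q150 set, 155 and 101 events differed between Q150 HOMO mice and R6/2 or Q175 HOMO mice.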

Values the study reported

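The study used 9,496 primer pairs against known splice junctions for RASL-seq. From RNA-seq of R6/2 mice, a different measurement, it reported that approximately 70% of skipped-exon events had higher exclusion in HD.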

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

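The tests of a common shift, counts, file sets, depth, spread and mouse number series in this part were chosen after the results had been seen.

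In the 5 groups of 4 or 5 mice, mean exclusion and the exclusion of each named event were screened, 14 measures in each and 70 sets of values in all. In 8 of them 1 mouse lay apart from its group, where chance gives 3.5, and these came from 6 mice. The mean exon exclusion of Q7 WT replicate 8 of the Q175 set was 45.427%, against 44.8 to 44.9% in the other 4 WT mice. A mislabelled mutant mouse was tested with a score, the mean centred log2 ratio over the R6/2 calls in the direction of the R6/2 change. The score of this mouse was -0.0214, below 0.0652 to 0.130 in the Q175 HET and 0.253 to 0.273 in the Q175 HOMO mice and inside the range of its group, which argues against a mutant mouse. Its total of 4027337 counts was the lowest of its group (4210824 to 5256516 in the others), but the slope on depth within groups predicted 0.0579 points (upper limit 0.160) of the 0.595 observed, which argues against depth as the whole cause. Without it the Q175 HOMO difference in mean exclusion was 0.759 points (exact permutation p = 0.0286). What set this mouse apart stays open, and no biological explanation was tested.

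The other 7 were values of single named events. Exclusion of 8030451F13Rik was 66.4% in Q150 HOMO replicate 4, against 88.1 to 91.3% in the others, and 46.8% in Q7 WT replicate 8, against 78.0 to 82.4%. Arpp21 was 53.4% in Q150 HOMO replicate 4, Mlx 33.1% in Q150 HET replicate 4, Mtap7d2 3.27% in Q7 WT replicate 5, Rbm5 (event 4353) 10.8% in Q150 HOMO replicate 1 and Tsr1 2.80% in Q150 HET replicate 3. Q150 HET replicate 4 is the only mouse of its group in the high series of mouse numbers. Its Mlx exclusion exceeded the mean of the other HET mice by 9.86 points, where the high series exceeded the low one by 8.84 points in WT and by 0.878 in HOMO mice, a mean of 4.86. The series is thus a candidate explanation that the HOMO mice leave open. Each of the 7 rests on 1 library, which excludes no explanation, and no biological explanation was tested.

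The change differed between R6/2 and the HOMO mice of a knock-in line, by a test of the difference itself, for 8 named events. R6/2 exceeded Q150 HOMO by 2.22 (log2) for Hnrpdl, 2.59 for Fmnl1 and 2.19 for 8030451F13Rik, and lay below it by -3.20 for Rsrc1, -2.62 for Atpbd4 and -1.26 for Mag. Against Q175 HOMO the differences were 2.95 for Hnrpdl, 3.21 for Fmnl1, 1.98 for 8030451F13Rik, 0.86 for Mtap7d2, 1.35 for Mlx, -3.40 for Rsrc1, -2.50 for Atpbd4 and -0.75 for Mag. The 6 differences from Q150 HOMO mice also passed with the series of mouse numbers as a term. Fmnl1, Rsrc1, Atpbd4, 8030451F13Rik and Hnrpdl were picked for large R6/2 changes, which inflates their difference from other models. Over all events 197 differed between R6/2 and Q175 HOMO mice. The tables argue against a shift common to all events, since 206 differed after centring, and against fewer counts in the Q175 set, where the median standard error was 0.212 against 0.261 in R6/2. Differences between file sets cannot be told apart from the line, since each mutant line lay in 1 set. Between WT mice of the Q150 and Q175 sets 40 events differed. Each change was taken against WT mice of its own set, so an offset common to a set cancels and those 40 events do not decide this. Age, transgene and repeat length stay open and untested.

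Fmnl1, Rsrc1 and Atpbd4 also varied widely among the 3 R6/2 HD mice. Over 1680 events, 17 had a within-group variance in R6/2 over 10 times that in the Q150 set, where 200 simulations with equal spreads gave a median of 2 and at most 8. An earlier form of this test set the 17 against the 50 events with the reverse ratio and pointed the other way; it ignored the unequal numbers of mice, for which the simulations gave a median of 34, and was replaced after its result was seen. R6/2 mice are kept on a mixed background, so a strain variant under a probe that segregates between mice is a candidate explanation; real differences between mice would give the same excess, and these data cannot separate them.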

How the results depend on the processing

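The planned count tests, edgeR, DESeq2 and separate TMM scaling, were not run, because the deposited columns could not be recorded as plain counts. Requiring no minimum count removed no event and says nothing about stability. No paired analysis was possible because the labels give no number that pairs single mice across groups. The count model, centring, the test without a variance trend and the series of mouse numbers as a block were chosen after seeing the data.

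R6/2 calls stayed within 1.5 times of the reported count under every alternative run, from 399 to 443 with a mouse left out and 393 without a variance trend. Q150 HOMO calls did too (300 to 447 with a mouse left out), as did R6/2 and Q150 HOMO shared calls (188 to 250). The quasi-binomial model of the counts gave 498, 51 and 437 calls for R6/2, Q150 HET and Q150 HOMO, 480, 49 and 409 of them events that limma also called, and it moved only the Q175 HET count, to 22.

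Without a variance trend the counts fell to 30 for Q150 HET, 23 for Q150 HOMO against HET, 1 for Q175 HET, 39 for Q175 HOMO, 1 for Q175 HOMO against HET, 45 for the Q175 slope, and 32 and 28 for calls Q175 HOMO shared with R6/2 and with Q150 HOMO. Centring moved only Q150 HOMO against HET, to 17. The series as a block raised Q150 HET to 137 and Q150 HOMO against HET to 80, moved no other Q150 count by over 1.5 times and left the Q150 results on mean exclusion past the threshold. In the Q175 set, where the block rests on 3 WT mice against 2 and no series holds both HET and HOMO mice, it lowered HET to 4, HOMO to 82, HOMO against HET to 3 and the calls Q175 HOMO shared with R6/2 to 65. With all 10 knock-in WT mice Q150 HET rose to 143, Q175 HOMO fell to 83 and Q175 HOMO against HET to 9; in the same setting the Q175 HET difference in mean exclusion was 0.439 points and passed (permutation p = 0.0330). The added WT mice lay 0.375 points below those of the Q175 set, so this setting raises Q175 differences by construction. Requiring a log2 change of 0.5 left 7 for Q175 HET, 85 for Q175 HOMO, 110 and 14 for the Q150 and Q175 slopes and 63 shared by R6/2 and Q175 HOMO, by construction for slopes, which are per allele. The causes of the other moves were not tested.

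With a mouse left out, calls ran from 4 to 66 for Q150 HET, from 14 to 44 for Q150 HOMO against HET, from 2 to 33 for Q175 HET, from 74 to 135 for Q175 HOMO and from 65 to 133 for the Q175 slope, and shared calls from 59 to 101 for R6/2 and Q175 HOMO and from 49 to 83 for Q150 HOMO and Q175 HOMO. The lowest counts came without Q150 HET replicate 1, Q150 HOMO replicate 1, Q175 HET replicate 4, Q175 HOMO replicate 1 (slope), Q175 HOMO replicates 1 and 3 alike (HOMO calls) and Q175 HOMO replicate 3 (both shared counts), and the 33 without Q175 HET replicate 1.

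Against an unadjusted threshold, the R6/2 and Q150 results on mean exclusion kept their direction and their side, though R6/2 cannot pass with 3 mice against 3. The Q175 HOMO difference, past it only before adjustment, did not: it was 0.471 points as a share of summed counts and 0.0390 (log2) as the median ratio, neither past the threshold, while it was 0.848 with all 10 knock-in WT mice (exact permutation p = 0.00699) and 0.742 with the series as a block (exact permutation p = 0.10, the smallest it allows). It ran from 0.558 to 0.759 with a mouse left out; designs of 3 mice against 4 or 2 against 5 pass only in their most extreme arrangement, so the p-values of these fits say little about stability. The Q175 slope was 0.253 and 0.0218 (log2) in the same summaries, neither past the threshold, and ran from 0.278 to 0.380 with a mouse left out; only without Q175 HOMO replicate 3 did it fail (permutation p = 0.0580).

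Of 646 refits of named events 591 kept direction and side, 48 fell below the threshold, 1 rose above it (Mlx in Q150 HET mice, 0.68 with the series as a block) and 6 turned sign. The 6 all concern Mtap7d2 in Q150 HET mice, at -0.082 after centring and from -0.047 to 0.13 with a mouse left out. These refits cover events that passed in the comparison and the 3 genes checked by the study; that limit was set after further sign changes had been seen, in events that had not passed and whose changes lay near 0.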

Other observations

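The tests on direction after centring, shared calls, event pairs, events differing between series and RNA-binding protein genes were chosen after the results had been seen; those on depth, baseline and calls with the series as a term were written before theirs.

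Whether a shift common to all events gave the excess of higher exclusion among calls stays open. After centring each mouse, the share of calls with higher exclusion was 55.2% in R6/2, 53.5% in Q150 HOMO and 58.7% in Q175 HOMO mice, but centring itself moves that share toward an even split. As many as 495, 329 and 121 events passed after centring, which argues against a common shift as the whole cause of the number of calls. Depth is argued against as the cause of higher mean exclusion, since the slope of mean exclusion on log2 total within groups predicted -0.138, -0.0239 and 0.0191 points in R6/2, Q150 HOMO and Q175 HOMO mice, with upper limits of 0.104, 0.0180 and 0.0527, against observed differences of 1.73, 1.82 and 0.640. Background counts that pull ratios toward the middle would lower events that start above 50%, yet the median change of these was 0.14, 0.12 and 0.065, which argues against such a pull as the whole cause. Events at 50% or under rose by 0.20, 0.22 and 0.069, and 76.1%, 87.5% and 79.3% of their calls were higher, against 70.6%, 74.2% and 80.4% of calls above 50%. In R6/2 and Q150 HOMO mice the rise was thus smaller above 50%, so a part played by such a pull stays open. RNA quality and differences in probe chemistry were not tested, so the higher exclusion may still be technical or biological.

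The mice of the Q150 set differed by the series of their mouse numbers. With the group as a term 271 events differed between the series (104 higher in the high series), and 1 of 100 splits of the mice within their groups gave as many, the real one; the others gave at most 6. The series is argued against as the whole cause of the Q150 calls, since with it as a term 137, 539, 80 and 543 events passed in HET, in HOMO, between HOMO and HET mice and as a slope, more than without it. The labels do not say what a series stands for, so a library batch, a cohort or an age may lie behind it. In the Q175 set all HET mice are numbered under 1000 and all HOMO mice over it. With the series as a term 4, 82, 3 and 114 events passed in the same comparisons, fewer than without it. Only 3 WT mice against 2 estimate the series there, and 0 of 1839 events differed between them (96 at an unadjusted p under 0.05), which does not settle it. The series and the difference between HOMO and HET mice are told apart in that set only through those WT mice. Lost precision could also lower the counts. In R6/2 the WT mice are numbered 3 to 6 and the HD mice 860 to 869, so a series and the genotype cannot be told apart.

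Called events were weighed against probe effects and strain variants. Of pairs of events listed under the same gene and position with at least 1 call, 8 of 9 changed the same way in R6/2, 4 of 6 in Q150 HOMO and 6 of 7 in Q175 HOMO mice. Random partners gave a median of 4, 3 and 3 (one-sided permutation p = 0.0153, 0.335 and 0.0494 over 10000 draws, adjusted 0.0459, 0.335 and 0.0741). An exact binomial test run first gave two-sided p = 0.0391, 0.688 and 0.125 (adjusted 0.117, 0.688 and 0.188) and took an even chance of the same direction for granted. Whether such pairs share a probe was not checked, so effects of single probe sets stay open in all 3 comparisons. Variants linked to the mutant allele sit at different loci in R6/2 and knock-in mice and would not give the 240 calls that R6/2 shared with Q150 HOMO or the 98 shared with Q175 HOMO mice in the same direction. Calls not shared between lines stay open to this explanation. It was first tested by the spread of calls over chromosomes, with no excess found (permutation p = 0.723, 0.169 and 0.128 in R6/2, Q150 HOMO and Q175 HOMO mice); the sharing of calls replaced that test after its result was seen.

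Events that passed in R6/2 mice ordered the knock-in mice by allele number. The score used for the WT mouse above, taken relative to the WT mean of each set and over 493 events in the Q150 set, was higher than in WT by 0.21 in Q150 HET and 0.41 in Q150 HOMO mice (exact permutation p = 0.00794 for both), and HOMO exceeded HET by 0.20 (p = 0.0286, exact). In the Q175 set, over 495 events, the differences were 0.10 in HET and 0.26 in HOMO mice (exact permutation p = 0.00794 and 0.0179), and 0.16 between them (p = 0.0286, exact). Adjusted over these 6 tests the p-values ran from 0.0159 to 0.0286. Mice were centred first, so a common shift does not enter, and the score separated Q175 HET from WT mice, where mean exclusion did not. No score with the series of mouse numbers as a term is given. In the Q175 set no series held both HET and HOMO mice, so only the WT mice separate their difference from the series.

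Several of the largest changes lay in genes of RNA-binding proteins, which prompted a list of symbol patterns written afterwards. With the genes picked by the naming rule left out, 42.6% of 61 listed events passed in R6/2 mice against 27.6% of the others, 27.4% of 62 against 23.4% in Q150 HOMO and 13.6% of 66 against 6.61% in Q175 HOMO mice (Fisher's exact p = 0.0135, 0.449 and 0.0415, adjusted 0.0405, 0.449 and 0.0623). Set against events matched on counts, the median size of their change lay at the 85.7th percentile of 10000 draws in R6/2, the 98.8th in Q150 HOMO and the 40.7th in Q175 HOMO mice. The list was first tested with the picked genes included, which gave lower p-values, and they were left out after that result was seen. The list was written with the largest changes in view, so these values decide neither an enrichment nor whether higher counts could explain it.

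Other splits of the mice were compared with the real ones. For R6/2, 1 of the 10 splits gave as many calls, the real one, which is the smallest share the design allows. For Q150, 1 of 100 splits gave as many for HET, for HOMO and for the slope on alleles, and 1 of 35 for HOMO against HET. For Q175 these were 2 of 100 for HET, 1 of 56 for HOMO, 1 of 35 for HOMO against HET and 1 of 100 for the slope. The largest count from another split was 21 for Q175 HET, above the 11 of the real one, and 241 for the Q150 slope.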
